# Genome Wide Binding Site Analysis Reveals Transcriptional Coactivation of Cytokinin-Responsive Genes by DELLA Proteins

**DOI:** 10.1371/journal.pgen.1005337

**Published:** 2015-07-02

**Authors:** Nora Marín-de la Rosa, Anne Pfeiffer, Kristine Hill, Antonella Locascio, Rishikesh P. Bhalerao, Pal Miskolczi, Anne L. Grønlund, Aakriti Wanchoo-Kohli, Stephen G. Thomas, Malcolm J. Bennett, Jan U. Lohmann, Miguel A. Blázquez, David Alabadí

## Abstract

The ability of plants to provide a plastic response to environmental cues relies on the connectivity between signaling pathways. DELLA proteins act as hubs that relay environmental information to the multiple transcriptional circuits that control growth and development through physical interaction with transcription factors from different families. We have analyzed the presence of one DELLA protein at the Arabidopsis genome by chromatin immunoprecipitation coupled to large-scale sequencing and we find that it binds at the promoters of multiple genes. Enrichment analysis shows a strong preference for cis elements recognized by specific transcription factor families. In particular, we demonstrate that DELLA proteins are recruited by type-B ARABIDOPSIS RESPONSE REGULATORS (ARR) to the promoters of cytokinin-regulated genes, where they act as transcriptional co-activators. The biological relevance of this mechanism is underpinned by the necessity of simultaneous presence of DELLAs and ARRs to restrict root meristem growth and to promote photomorphogenesis.

## Author Summary

Plants respond to environmental cues by modulating transcriptional circuits. One mechanism for such modulation involves DELLA proteins. They are promiscuous interactors of transcription factors and, in most cases, this interaction impairs the recognition of the DNA target sequences. Here we show that DELLA proteins are also recruited to multiple locations of the genome where they act as transcriptional coactivators, and we demonstrate how physical interaction with type-B ARRs is relevant for the regulation of meristem maintenance and photomorphogenesis.

## Introduction

Plant development is highly plastic in order to respond to a changing environment. Plants are able to trigger specific differentiation programs, promote growth over differentiation, or favour defense strategies over growth in response to environmental cues. Although the molecular mechanisms by which plants integrate environmental and endogenous signals are not completely understood, there is clearly a high degree of connectivity between the various elements of plant signaling pathways [1]. DELLA proteins represent one such common element by functioning as nuclear-localized transcriptional regulators, whose accumulation largely depends on the cellular levels of the hormone gibberellin (GA). Increased GA levels promote the GID1 receptor-mediated polyubiquitination of DELLAs and their subsequent degradation by the 26S proteasome [2].

Research published over the past 17 years has demonstrated multiple roles of DELLAs throughout development and in the response to biotic and abiotic stress. For example, genetic and genomic studies in Arabidopsis and rice have shown that DELLAs: (i) promote the maintenance of seed dormancy [3,4]; (ii) restrict cell elongation and division in almost all plant tissues and organs [5,6]; (iii) promote the gravitropic response in shoots and roots [7,8]; (iv) enhance the resistance to cold temperatures [9]; (v) set up the program to prevent photo-oxidative damage [10]; (vi) help establish the photomorphogenic program [11,12]; and (vii) activate the defense against necrotrophic fungi [13]. These observations reinforce the hypothesis that DELLAs are regulatory elements that impinge on–and modulate–multiple cellular pathways [14,15].

A likely explanation for the multiplicity of DELLAs’ roles is their promiscuous ability to interact with many transcription factor (TF) families [16–18]. In Arabidopsis, the DELLA proteins GAI and RGA were first found to interact physically with PHYTOCHROME INTERACTING FACTOR 3 (PIF3) and PIF4, two bHLH TFs of the PIF family and prevent their binding to target promoters [19,20]. Since then, several additional TFs have been found as partners of DELLA proteins [21–29], and the total number of interactors has been estimated to be above sixty [30]. Interestingly, this molecular mechanism can simultaneously explain two important features: the regulation of gene expression by DELLAs, and the long-standing observation of physiological crosstalk between GAs and other signaling pathways. However this exclusion of TFs from promoters is not a universal mode of action by which DELLAs can control gene expression and development since DELLA proteins are also found to be enriched at the promoters [31–33].

Cytokinins (CKs) and GAs are known to exert antagonistic regulation of multiple developmental processes [34]. For example, shoot apical meristem activity is restricted by GAs and promoted by CKs [35], while hypocotyl elongation in etiolated seedlings [12,36,37] and root growth [36,38,39] are promoted by GAs and repressed by cytokinins (CKs). At least two mechanisms have been proposed to account for this antagonistic action: a marginal repression by GAs of the expression of type-B ARABIDOPSIS RESPONSE REGULATORS (ARRs) (the DNA-binding TFs that mediate CK signaling) [40]; and independent transcriptional regulation of common targets [41]. However, the validity of these mechanisms to explain the antagonistic modulation of gene expression by GAs and CKs throughout development has not been demonstrated. Here we examine the genome-wide presence of a DELLA protein, RGA, in gene regulatory regions and define the putative *cis* elements that mediate the role of DELLAs as transcriptional coactivators. The biological relevance of this finding is supported by the identification of a novel regulatory module involving physical interaction between DELLAs and type-B ARRs that recruits DELLA proteins to generate transcriptionally active complexes at target loci.

## Results and Discussion

### RGA binds gene regulatory regions through multiple *cis* elements

To identify the *loci* at which DELLA proteins may act as transcriptional co-regulators, we incubated ten-day old Arabidopsis seedlings expressing GFP-RGA under the control of the native RGA promoter [42] in the presence of the GA biosynthesis inhibitor paclobutrazol (PAC) to induce GFP-RGA accumulation. 

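GFP-RGA is a fusion of green fluorescent protein to RGA, a DELLA protein that is degraded once GA is perceived, so that blocking GA synthesis with PAC raises its level. Chromatin was prepared from 2 g of 10-day-old seedlings after 18 h in 10 μM PAC and precipitated with beads that carry an antibody fragment against GFP. The sample labels also list a 6 h treatment with 5 μM BA, a cytokinin, which the paper's ChIP-seq methods do not name. From the RGA::GFP-RGA line and from non-transgenic seedlings, 3 libraries each were made, every one from the pooled DNA of 7 to 10 preparations, and the 6 libraries were sequenced for 51 cycles. The labels name Ler as the accession of the tagged line and Col-0 as that of the control, while the paper's ChIP-seq methods give no accession for the control. The authors mapped the reads to chromosomes 1 to 5 of TAIR10 and called peaks with MACS in each replicate separately, against the control library with the same replicate number, at a p-value cutoff of 1e-05. The GFP-RGA libraries of replicates 1, 2 and 3 held 19311646, 20680750 and 21777751 mapped tags, and the control libraries 20077496, 22764440 and 22878620. After MACS had limited the tags at the same position, 16450728, 17933002 and 18874004 GFP-RGA tags and 16596412, 18634243 and 20196247 control tags were left. MACS listed 2547 peaks in replicate 1, 1599 in replicate 2 and 2636 in replicate 3, with median lengths of 914, 1026 and 976 bp. Each deposited peak has a position, a summit, the number of tags in it, a fold enrichment over the control, a score that is 10 times the negative log10 of its p-value, and an FDR in percent that MACS derives by calling peaks in the control over the GFP-RGA library. The median fold enrichment was 2.97, 2.78 and 2.80 in the 3 replicates, and the median FDR was 90.8%, 39.98% and 7.74%. An FDR of at most 5% was reached by 1 peak in replicate 1, 1 in replicate 2 and 0 in replicate 3. The control libraries entered only through MACS, so the spread of fold enrichment between replicates holds the variation of both the GFP-RGA and the control libraries, and the FDR was not used to select peaks.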

We then performed chromatin immunoprecipitation (ChIP) with anti-GFP antibodies followed by deep sequencing (see Materials and Methods). 

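A binding site was counted where the summits of all 3 replicates lay within 200 bp of each other, with each summit used once and the closest summits matched first, which gave 195 sites. The summits of a site were spread over a median of 39 bp. When replicates 2 and 3 were shifted along each chromosome, 1000 random shifts gave a median of 0 sites and at most 2 (p = 0.001, one-sided permutation test by circular shifts, the smallest value these shifts can give). This number depended on the rule. With an FDR of at most 5% required of each peak, 0 sites could be left, since replicate 3 had 0 such peaks. A summit in at least 2 of the 3 replicates was found at 823 sites, against a median of 50 and a maximum of 79 in the shifted data. Of these 823 sites, 347 were found in replicates 1 and 3 only, 148 in replicates 2 and 3 only and 133 in replicates 1 and 2 only. The mean fold enrichment of the sites in all 3 replicates ranged from 2.39 to 27.9, with a median of 3.95, and 83 of them lay on chromosome 1. In a BLASTN search of the 200 bp sites against chromosomes 1 to 5, 137 of the sites in all 3 replicates (70.3%) had more than 1 match of at least 90% identity over at least 150 bp. The same was true of 232 of the 628 sites in exactly 2 replicates (36.9%) and of 15.9% of 1000 random windows. The difference between sites in all 3 and in exactly 2 replicates had an odds ratio of 4.03 (p = 3.95e-16, two-sided Fisher's exact test).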

We identified 842 reproducible binding regions. 

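Sites were assigned to genes by their mean summit position, with all annotated genes of chromosomes 1 to 5 considered and with no assignment past an intervening gene. Of the 195 sites found in all replicates, 91 were assigned, to 105 genes, of which 52 were protein-coding and 41 pseudogenes. These 91 sites are 46.7% of the total (95% exact binomial confidence interval 39.5% to 53.9%), while 55.9% of the chromosomes' bases meet the same criteria (p = 0.0114, two-sided exact binomial test). With protein-coding genes only, 28.2% of the sites were assigned, against 51.6% of the bases (p = 5.09e-11, exact binomial test). No deficit was found among the single-copy sites in all replicates, at 60.3% (p = 0.512), or the sites in at least 2 replicates, at 55.9% (p = 1, exact binomial tests). The single-copy sites among the latter showed an excess, at 69.4% (p = 4.94e-09, exact binomial test). The bases include repeated sequence, so part of this excess may come from the background. In promoters lay 62 sites, or 31.8% (25.3% to 38.8%), against 25.2% of the bases (p = 0.0392, exact binomial test). Introns held 11 sites, or 5.64% against 16.1% of the bases (p = 1.41e-05), UTRs 8, or 4.10% against 11.0% (p = 0.00117), and the regions downstream of the transcriptional end 18, or 9.23% against 8.48% (p = 0.699, exact binomial tests). The low share in UTRs was not found among single-copy sites in all replicates (12.1%, p = 0.678) or sites in at least 2 replicates (10.6%, p = 0.78), and it turned to an excess among the single-copy sites of the latter (18.5%, p = 1.84e-06, exact binomial tests). With only protein-coding genes considered, the promoter share changed to 19.0% against 22.5% of the bases, which is no detectable difference (p = 0.265, exact binomial test). Sites found in at least 2 replicates were assigned in 460 cases, to 580 genes, and 292 of them (35.5%) lay in promoters (p = 8.43e-11, exact binomial test). The assigned site of highest fold enrichment lay at position 14658603 of chromosome 1, upstream of AT1G39430, at 19.2 ± 1.00 (SD, n = 3). Its sequence had 1070 matches in the genome, and its FDR was 100%, 100% and 84.6% in the 3 replicates. The next were in the promoters of AT1G39513, at 11.8 ± 0.176, AT1G40076, at 10.0 ± 1.21, AT4G05087, at 8.62 ± 0.524, and AT1G39350, at 8.13 ± 2.14 (SD, n = 3 each), and these sequences had 349, 82, 3 and 704 matches. AT1G39430 and these genes are all annotated as pseudogenes, AT4G05087 as a transcribed one. The highest fold enrichment of an unassigned site, 27.9 ± 0.529 (SD, n = 3), was at position 14824629 of chromosome 1, with 998 matches. It was followed by positions 14822736 on chromosome 1, at 15.9 ± 0.696, and 4055207 on chromosome 4, at 11.9 ± 0.833. The median fold enrichment was 3.72 at assigned and 4.38 at unassigned sites (p = 0.0135, two-sided permutation test of medians), and among single-copy sites the medians were 3.63 and 3.64 (p = 0.894).

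**Figure D1:**
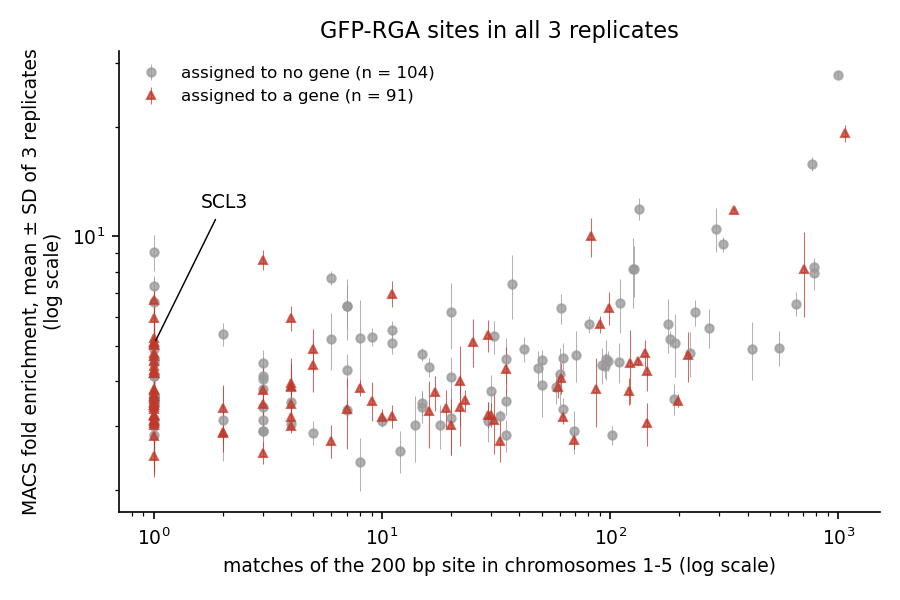
MACS fold enrichment of each GFP-RGA site found in all 3 replicates (vertical axis, log scale, mean ± SD of the 3 replicates) against the number of matches of its 200 bp sequence in chromosomes 1 to 5 (horizontal axis, log scale). Red triangles are the 91 sites assigned to a gene and grey circles the 104 others, and the sites of highest fold enrichment are repeated sequence.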

From those, only 310 could be faithfully assigned to known genes (421 genes in total) because of their proximity (2.5 kbp up- or 500 bp downstream of a gene or within introns or UTRs (Fig 1A; S1 Table). We hypothesized that this subset of genes were putative RGA targets. Gene ontology (GO) analysis indicated a statistically significant enrichment in categories related to the response to stimuli, including abiotic stress, red- and far-red light, and GA signalling (Fig 1B).

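With no GO table used here, the annotation text of each gene was searched for 8 keywords, and the share of assigned genes with a keyword was compared with that of all other genes by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment. Among the genes assigned to sites in all replicates, none of the keywords was over-represented, at an adjusted or an unadjusted p-value, and 0 genes had the keyword gibberellin. That keyword was at 0.206% of the other genes, too rare for 0 of 105 genes to speak against an enrichment. Of the genes that S1 Table lists, 404 are in the annotation used, and 18 of these (4.46%) had the keyword phytochrome or light, against 1.53% of the others (adjusted p = 6.28e-04, Fisher's exact test). The keyword gibberellin was found for 3 of them, against 0.20% of the others (odds ratio 3.73, adjusted p = 0.136, Fisher's exact test). These were GID1A (AT3G05120) and GID1B (AT3G63010), which encode GA receptors, and XTH24 (AT4G30270). The matched site of each rests on summits in replicates 1 and 3, with a mean fold enrichment of 2.98 ± 0.191 at GID1A, 5.11 ± 0.269 at GID1B and 2.89 ± 0.17 at XTH24 (SD, n = 2 replicates). The sites lay 1543, 1583 and 664 bp upstream of the annotated TSS. Among the genes of sites in at least 2 replicates, ethylene was the over-represented keyword, with 9 genes (odds ratio 3.25, adjusted p = 0.0214, Fisher's exact test). The S1 Table list was tested after the result for the sites in all replicates had been seen, as were the phrases response to and red or far red light. Of the S1 Table genes, 45 (11.1%) had the phrase response to, against 5.31% of the others (unadjusted p = 3.92e-06), and 6 had red or far red light (odds ratio 7.42, adjusted p = 3.75e-04, Fisher's exact test). The sites in all replicates did not show this, with response to at 3 of the 105 genes (2.86% against 5.38%) and red or far red light at 0. For sites in at least 2 replicates, 49 genes (8.45%) had response to (unadjusted p = 0.00205, Fisher's exact test) and 3 had red or far red light (unadjusted p = 0.131, Fisher's exact test).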

**Fig 1:**
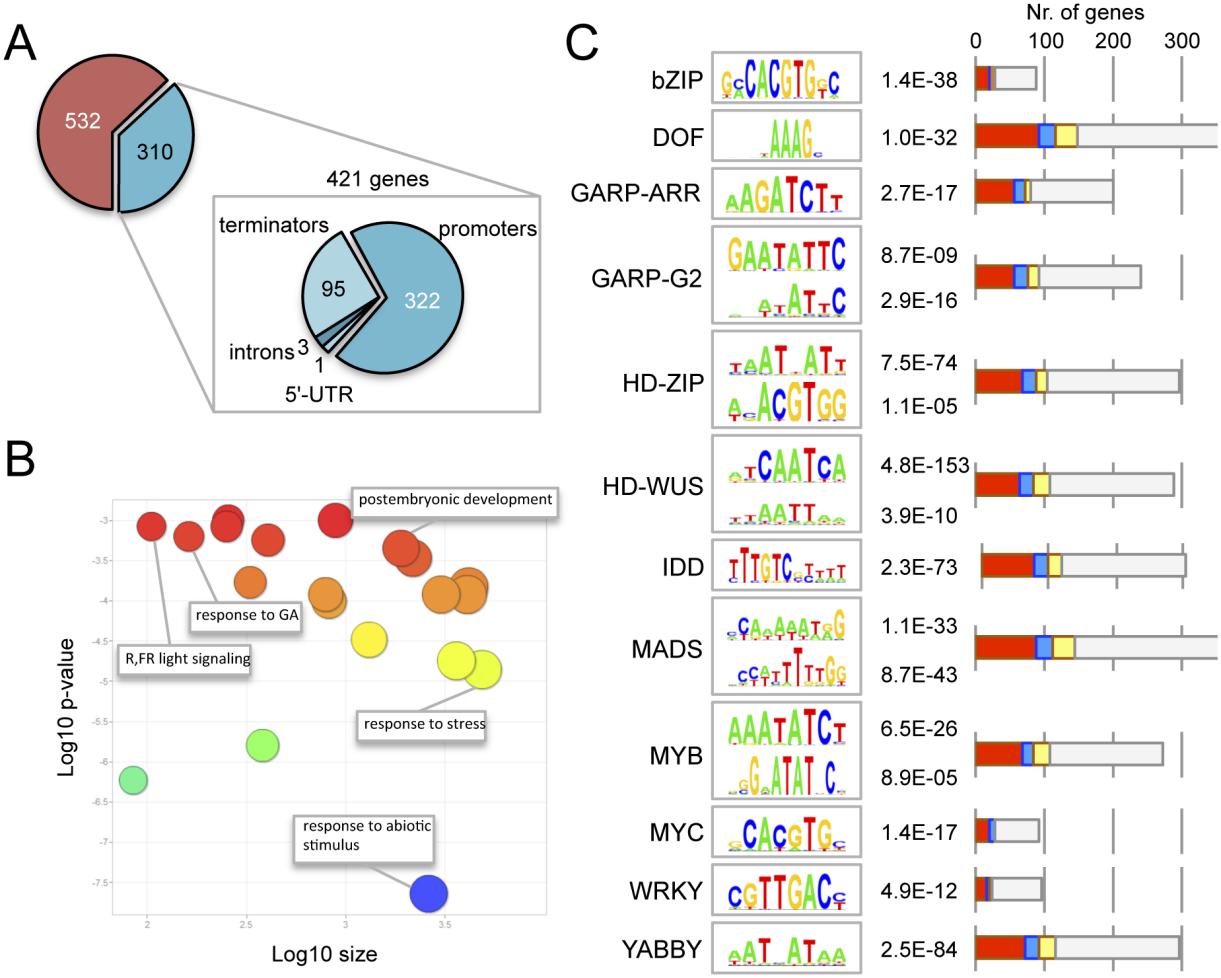
Genome-wide occupancy of RGA at target loci. (*A*) Genomic location of the statistically significant peaks of GFP-RGA along its target genes. (*B*) Gene ontology analysis of RGA targets, using ReviGO. (*C*) Statistically significant over-representation of *cis* elements for different transcription factor families. The *p* value for each element is indicated. Bars represent the number of genes with at least one copy of the corresponding *cis* element in the ChIP peak. Colours indicate induction (red), repression (blue), both (yellow) or no effect (gray) by DELLAs across all published transcriptomic datasets. Please note that each ChIP peak may contain more than one *cis* element, therefore the sum of all genes in the graph is much larger than the 421 genes associated to ChIP peaks.

Given that DELLAs are unlikely to bind DNA directly, we were interested in identifying TFs that facilitate their association with target promoters. We examined over-represented *cis* elements within the central 200 bp of the ChIP binding regions, as most relevant *cis* elements have been reported to locate in that window [43,44]. 

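Summits were matched within 200 bp and the central window is centred on their mean, so the rule itself places most in it. Among the 91 assigned sites, the summits of 68 (74.7%) lay within 100 bp of each other, and 90% of the sites had summits within 162 bp. The position of one element, the IDD core TTTGTC, was followed from 1000 bp on one side of the mean summit to the other side, in bins of 50 bp. At the assigned sites found in all replicates, the central 200 bp held 37 matches, which is 1.83 times the density found between 500 and 1000 bp away. At the assigned sites of at least 2 replicates, a set added after the first had been examined, the central density was 2.83 times that of the flanks where the sequence was single-copy (192 matches at 315 sites) and 1.37 times where it was not (36 matches at 145 sites).

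**Figure D2:**
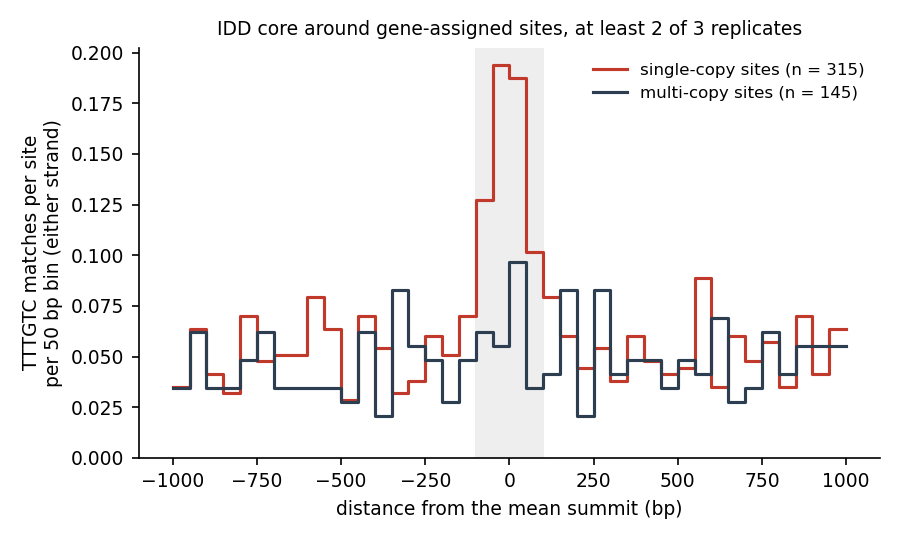
Matches of the IDD core TTTGTC on either strand per site in bins of 50 bp (vertical axis) against the distance from the mean summit in bp (horizontal axis), for single-copy (red, 315) and multi-copy (dark, 145) gene-assigned sites found in at least 2 of 3 replicates. The grey band is the central 200 bp, and the red line is highest within it.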

We screened all the plant TF binding sites matrices from open-access libraries [45–47] with the MotifLab software [48], and found significant enrichment for the *cis* elements of 12 different TF families (Fig 1C), including bZIP and INDETERMINATE DOMAIN (IDD) binding sites. 

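Because the matrices were not used here, each family of Fig 1C was represented by a consensus string read from that figure, a string for SPL proteins was added, and the 13 strings were tested together. The number of sites with a match in the central 200 bp was compared with the 2 windows of the same length centred 1000 bp to either side, by an exact two-sided test with Benjamini-Hochberg adjustment. At the 91 assigned sites in all replicates, 0 strings were over-represented, also before adjustment. The IDD core was found at 24 of these sites, against a mean of 16.5 in the flanks (ratio 1.46, adjusted exact p = 0.70), and the bZIP string at 4 against 2 (adjusted exact p = 1). Against dinucleotide-shuffled windows the bZIP string was over-represented, at 4 sites against 0.34 (adjusted exact p = 0.00923). In the central 100 bp the IDD core was, at 21 sites against 8 (adjusted exact p = 0.0411). The other backgrounds and windows gave 0 over-represented strings at these sites after adjustment. At the 35 single-copy sites among them, the IDD core was at 14 against 5 in the flanks (ratio 2.8, adjusted exact p = 0.0639). At all 91 sites it was at 24 against 14.7 in shuffled windows (adjusted exact p = 0.0662). With flanks centred 2000 bp away it was at 24 against 20 (adjusted exact p = 0.726). The HD-ZIP string was under-represented, at 6 sites against 18 (adjusted exact p = 0.039), a call that was lost with flanks centred 2000 bp away (adjusted exact p = 0.547) and in most other alternatives. At the 310 summits of S1 Table, 4 strings were over-represented by the same test. These were IDD, at 120 summits against 55 (adjusted exact p = 2.84e-10), MYC, at 37 against 11.5 (adjusted p = 1.66e-05), bZIP, at 26 against 6.5 (adjusted p = 5.03e-05), and WRKY, at 52 against 25 (adjusted p = 4.97e-04). The HD-ZIP string was at 52 of these summits against 48.5 (adjusted exact p = 0.958). The GARP-ARR string AGATCT was found at 16 summits of S1 Table against 17 in the flanks (adjusted exact p = 0.971), and DOF at 297 against 287.5 (adjusted p = 0.224). The bZIP string contains the MYC string, so these counts are not independent. The paper starts from the view that DELLAs are unlikely to bind DNA directly, and takes the families whose elements are over-represented at the bound regions as candidates for the TFs that bring RGA to its target promoters.

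**Figure D3:**
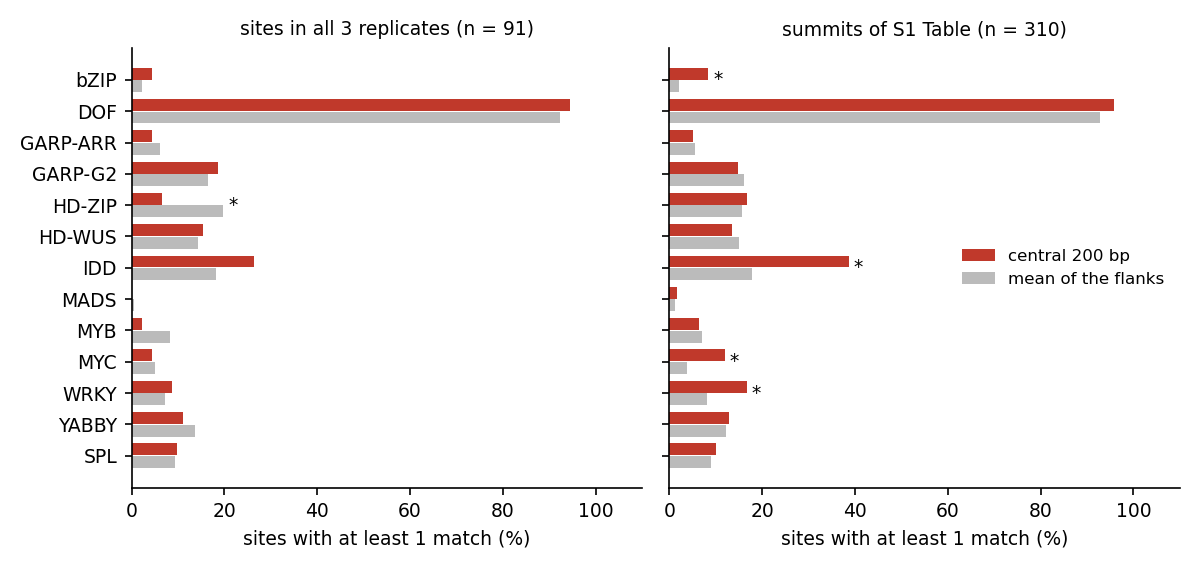
Share of sites with at least 1 match of each family's consensus string (horizontal axis, percent) in the central 200 bp (red) and as the mean of both flanking windows (grey), for the 91 assigned sites in all replicates (left) and the 310 summits of S1 Table (right). An asterisk marks an adjusted p-value under 0.05, for HD-ZIP on the left, where the flanks are higher, and for bZIP, IDD, MYC and WRKY on the right.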

Interestingly, two recent reports have shown that both RGA and at least another DELLA protein (GAI) can interact with the bZIP TF ABI5 to activate the expression of the *SOMNUS* gene [49], and with several IDD family proteins to promote the expression of *SCARECROW-LIKE3* [33]. This supports the biological relevance of the over-representation of at least these elements in the set of RGA targets. 

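Both elements were also counted at the assigned sites of at least 2 replicates, a set tested after the sites in all replicates had been examined. IDD matches were present at 171 of the 460 sites, against a mean of 80.5 in the flanks (adjusted p = 1.30e-13), and bZIP matches at 25 against 6.5 (adjusted p = 1.56e-04, exact test with Benjamini-Hochberg adjustment). Of the single-copy sites in this set, 140 (44.4%) had an IDD match, against 31 (21.4%) of the multi-copy sites (odds ratio 2.94, p = 1.53e-06, two-sided Fisher's exact test).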

RGA has also been reported to act as a transcriptional co-activator through physical association with SQUAMOSA PROMOTER BINDING-LIKE9 (SPL9) at the promoter of *APETALA1* [50], and SPL-binding sites were also enriched in the set of RGA targets in seedlings, but with very low statistical support (S2 Table). It is likely that the enrichment of DELLAs at the promoters of flowering-related genes occurs at a much later developmental stage.

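SPL proteins were represented by the string CGTAC. It was found in the central window of 9 assigned sites in all replicates, against a mean of 8.5 in the flanks (ratio 1.06). At the summits of S1 Table the numbers were 31 and 27.5 (adjusted p = 0.958 from the exact test), so no over-representation was detectable with this string. At the 460 assigned sites of at least 2 replicates it was at 41, against 39.5 in the flanks. Dinucleotide-shuffled windows gave 58.6 for that set, so the string was under-represented against them (adjusted p = 0.0176, exact test).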

The activity of DELLAs as transcriptional co-activators is also supported by two additional observations. First, the meta-analysis of published transcriptomic data involving DELLAs [14,17] indicates that the 421 genes associated with RGA ChIP peaks are preferentially induced (and not repressed) by DELLAs (see Fig 1C for a breakdown of expression behaviour depending on the enrichment of specific *cis* elements); and, second, DELLAs have been found to activate transcription in heterologous systems [51] and it has been proposed that interaction with the GID1 GA-receptors masks this activity in rice as one of the mechanisms by which GAs antagonize DELLA function [52].

### GAI and RGA interact with type-B Arabidopsis response regulators

To find additional evidence for the physiological relevance of the enriched *cis* elements among RGA ChIP peaks, we scanned a comprehensive list of DELLA interactors [30] and found that twelve of them represented TF families with reported preference for binding to the enriched elements, including GARP-ARR, HD-ZIP, and MYB among others (S3 Table). The fact that not only ARR14, but also other type-B ARRs had appeared in yeast two-hybrid (Y2H) screenings performed in our labs using GAI and RGA as baits (Fig 2A and S1 Fig), prompted us to investigate (1) if DELLAs would act as transcriptional co-activators of these TFs, and (2) if these interactions could underlie the crosstalk between GA and CK signaling. Importantly, the identified ARRs (ARR1, ARR2 and ARR14) could indistinctly interact with both DELLA proteins. This result is in tune with the idea that the diversification of DELLA function relies primarily in their expression patterns, rather than in differential biochemical activities [53], also supported by the observation that all DELLA interactors analyzed to date do not show a preference for particular DELLAs. Further analysis by Y2H showed that complete removal of the LHR1 motif of GAI (del1) does not impair interaction with ARR1, whereas it was prevented by further deletion of the VHIID motif (del2; Fig 2A). These results contrast with the requirement of the LHR1 to sustain interaction of GAI or RGA with BZR1, PIF4, and JAZ1 [19,22,25]. On the other hand, the LHR1 domain was not sufficient for the interaction (Fig 2A), as occurs with BZR1 [24], in agreement with the requirement for the region close to the C-terminus to support DELLA interactions [54]. Indeed, point mutations in DELLA genes that create a premature stop codon close to the very end of the coding sequence and that produce truncated proteins represent loss-of-function alleles [55–59], most likely because of their incapacity to interact with downstream partners.

**Fig 2:**
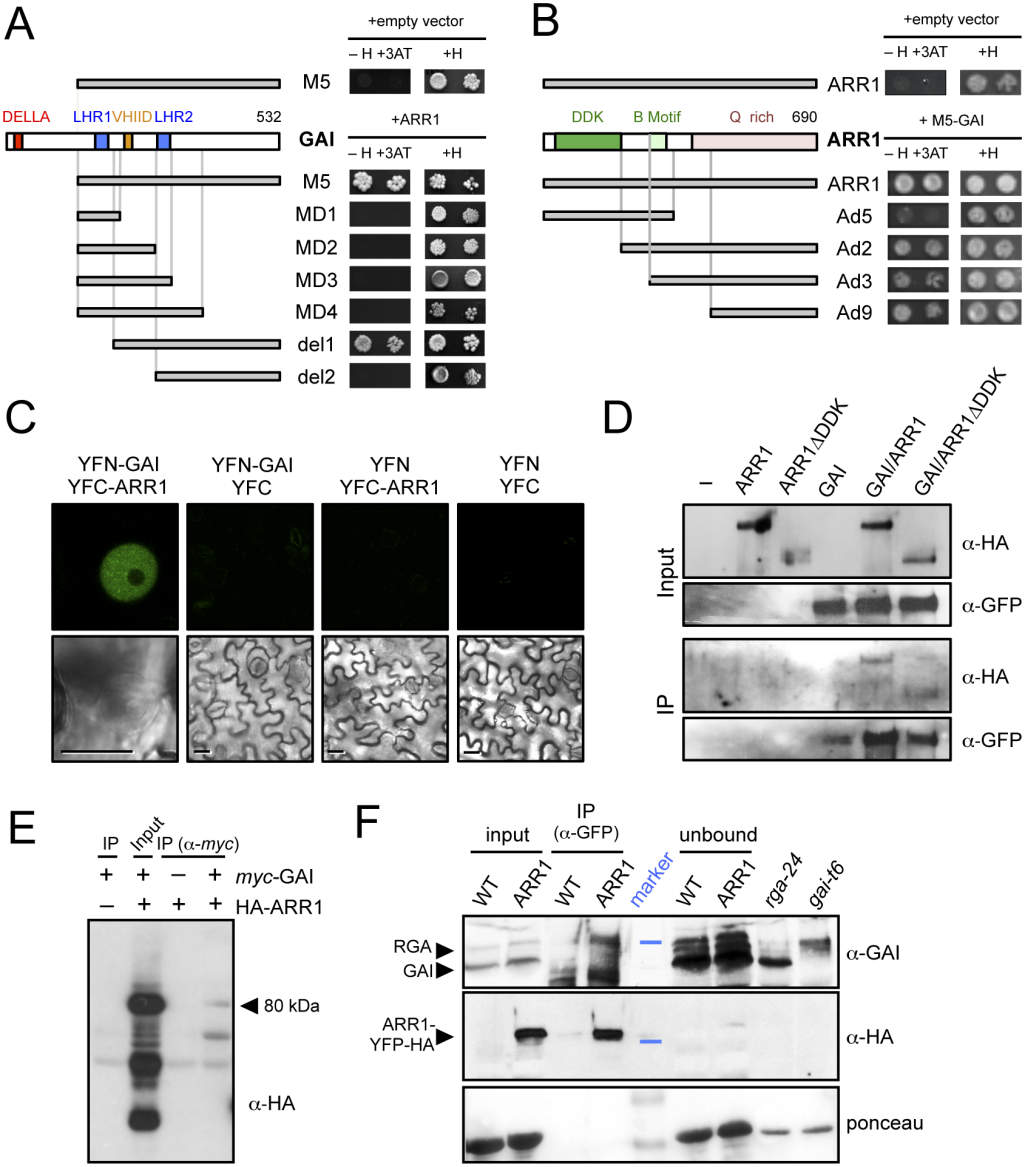
ARR1 and GAI interact physically in plants. (*A*) Y2H assay of the interaction between ARR1 and truncated versions of GAI. (H, Histidine; 3-AT, 5mM 3-aminotriazol). (*B*) Y2H assay of the interaction between M5-GAI and truncated versions of ARR1. (H, Histidine; 3-AT, 5mM 3-aminotriazol). (*C*) Bimolecular Fluorescence Complementation assay of the interaction between GAI and ARR1 in agroinfiltrated *N*. *benthamiana* leaves. Size bars, 10μm. (*D*) Analysis of the interaction between HA-ARR1 or HA-ARR1ΔDDK with YFP-GAI by co-immunoprecipitation (co-IP) with anti-GFP in agroinfiltrated leaves of *N*. *benthamiana*. (*E*) Co-IP assay of the interaction between *myc-*GAI and HA-ARR1 in *Arabidopsis* protoplasts. The arrowhead indicates the size of the expected HA-ARR1 band. (*F*) Co-IP showing the interaction between RGA and ARR1-YFP-HA in *Arabidopsis* seedlings. Proteins were immunoblotted and consecutively detected with anti-GAI and anti-HA-peroxidase conjugate antibodies. The anti-GAI polyclonal antibody recognizes both GAI and RGA. Forty micrograms of soluble proteins were loaded as input and as unbound control. Soluble proteins from the null mutants *gai-t6* and *rga-24* grown for 7 days in 0.5 μM PAC plates in continuous light were used as controls. The blue lines in the marker lane indicate the position of the 64 kDa and 98 kDa bands in the upper and middle panels, respectively. Stained bands in the marker lane in the lower panel correspond to 64 kDa and 50 kDa. WT, wild-type Col-0; ARR1, *35S*::*ARR1-YFP-HA*.

Contrary to what has been observed for other DELLA interactors, the DNA binding domain (B motif) of ARR1 was not involved in the interaction, while the glutamine-rich region responsible for the transactivation activity of ARR1 [60] was necessary and sufficient to sustain the interaction with GAI (Fig 2B). The modular nature of ARR1, demonstrated by the ability of the isolated B motif to bind DNA [60], and by the hyperactivity of the DDK-deleted version of ARR1, would be compatible with the model that DELLA binding to the C-terminus does not interfere with the regulation of ARR1 by CKs through the DDK domain or with the binding of ARR1 to the promoters.

To confirm that the interaction between GAI and ARR1 also occurs *in planta*, we performed both Bimolecular Fluorescence Complementation (BiFC) and co-immunoprecipitation (co-IP) assays. BiFC analysis showed fluorescence from the reconstituted YFP in the nuclei of epidermal cells of leaves of *Nicotiana benthamiana* co-infiltrated with YFN-GAI and YFC-ARR1, whereas the controls were below the threshold level (Fig 2C).

The co-IP experiments were performed in *N*. *benthamiana* leaves transiently expressing HA-ARR1 and YFP-GAI transgenes. HA-tagged versions of both full-length ARR1, and a deleted version lacking the DDK domain (ARR1ΔDDK), could be co-immunoprecipitated with YFP-GAI, using an anti-GFP antibody (Fig 2D). Similarly, HA-ARR1 was also co-immunoprecipitated with an anti-*myc* antibody in *Arabidopsis* protoplasts co-transfected with *myc*-GAI (Fig 2E). Remarkably, the endogenous RGA was pulled-down by anti-GFP antibodies from extracts of transgenic *Arabidopsis* seedlings expressing ARR1-YFP-HA (Fig 2F). The absence of GAI in the immunoprecipitated complexes might be a consequence of the stringent conditions and likely reflects a weaker interaction between this DELLA and ARR1 in the conditions tested. These results support the Y2H studies, demonstrating that the interaction between the DELLA proteins GAI and RGA and ARR1 occurs in plant cells, and that the DDK domain of ARR1 is dispensable for the interaction (Fig 2B and 2D).

### GAI and RGA enhance the transactivation ability of ARR1

Given that GAs are responsible for DELLA degradation [2], and that they antagonize the effect of CKs, a reasonable hypothesis is that the interaction with DELLAs promotes the activity of the CK-activated type-B ARRs. A model in which GAs regulate the activity of ARRs is supported for example by the observation that the expression of a reporter construct in Arabidopsis roots with GFP under the control of the type-B ARR responsive TCS synthetic promoter [61] was enhanced by an 18-h treatment with 0.5 μM of *trans*-zeatin, but not in plants pretreated with 1 μM GA_4_ (Fig 3A and S2 Fig). Similarly, the same GA treatment in the absence of added *trans*-zeatin already caused a reduction in basal TCS::GFP activity (Fig 3A and S2 Fig), probably reflecting the effect on endogenous CKs. To establish whether DELLAs act as transcriptional co-activators of ARR1, we used a reporter construct containing the firefly *LUCIFERASE* (*LUC*) gene under the control of the TCS synthetic promoter and assayed its activity by transient expression in *N*. *benthamiana* leaves. As previously reported [60,61], HA-ARR1 increased the expression of the wild-type version, but not a mutated version of the *TCS*::*LUC* reporter (Fig 3B). Remarkably, the expression of *TCS*::*LUC* was significantly higher when YFP-GAI was co-expressed with either HA-ARR1 or ARR1-YFP-HA in the same leaves (Fig 3B and S3A Fig), whereas expression of YFP-GAI alone showed only a marginal increase of *LUC* expression driven by the TCS element (Fig 3B). The cooperative effect of GAI upon ARR1 activity was even more dramatic when the stabilized version of GAI (M5-GAI) was used. Importantly, higher *LUC* expression was also observed when HA-ARR1 was co-expressed with YFP-RGA, while YFP-RGA had no effect on its own (S3B Fig), indicating that the transactivation ability of ARR1 is enhanced upon interaction with at least these two DELLA proteins.

**Fig 3:**
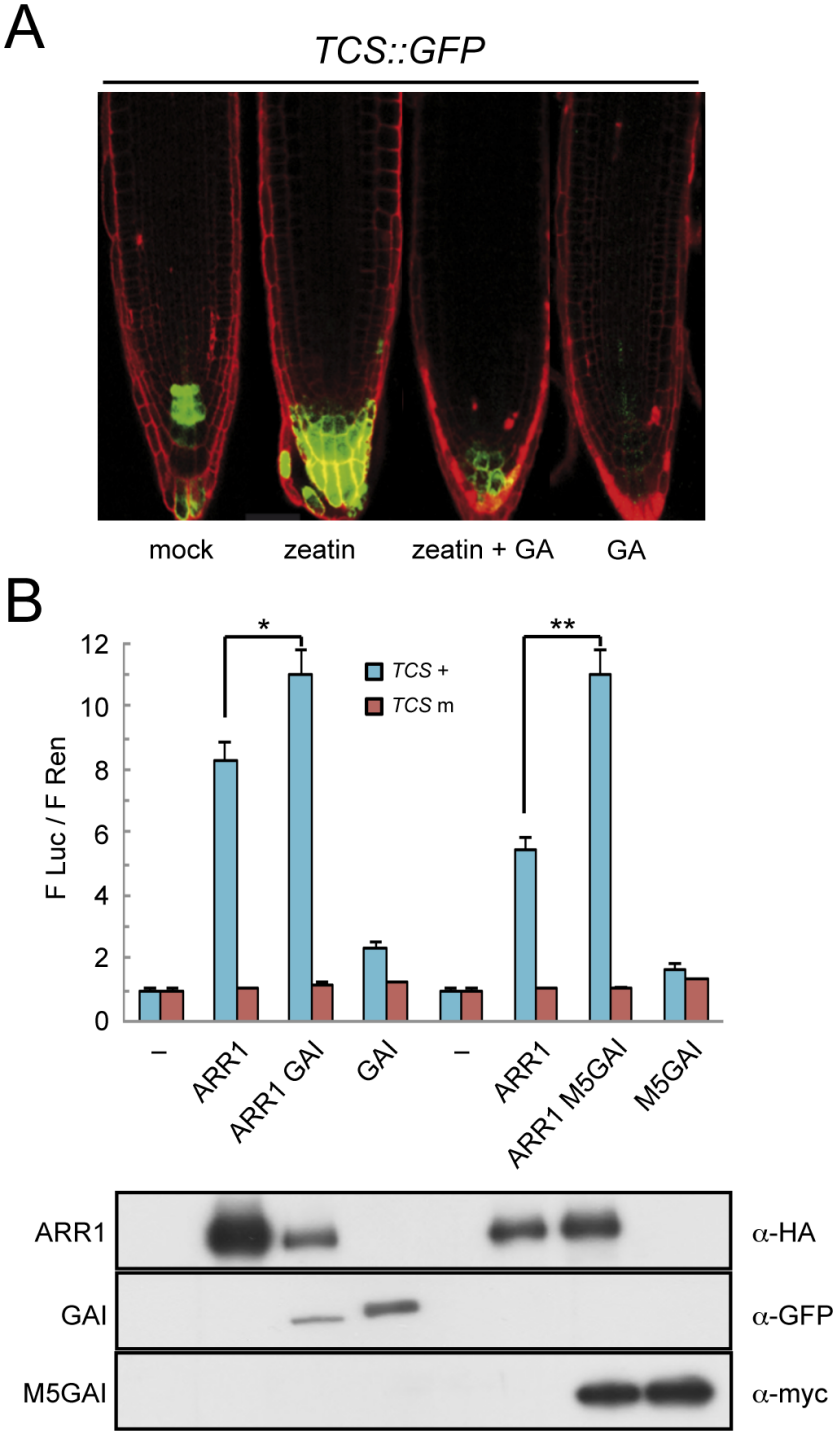
DELLAs promote ARR1 activity. (*A*) Expression in *Arabidopsis* roots of GFP under the control of the CK- and ARR1-responsive TCS element, after treatments with 0.5 μM *trans*-zeatin and 1 μM GA_4_. (*B*) Luciferase assays in *N*. *benthamiana* leaves agroinfiltrated with HA-ARR1, YFP-GAI, and *myc*-M5GAI, using the *LUC* gene under the control of the wild-type and mutant versions of the TCS element, and the constitutively expressed *Renilla* luciferase (*REN*) for normalization. The values represent the ratio between both luciferase activities and are the average of three biological replicates. Error bars are the standard deviation. One and two asterisks denote statistical significance (p<0.05 and p<0.005 respectively). The lower panel contains the western-blot analysis of the protein samples corresponding to equal mixtures from the three leaves used for the LUC assays with the wild-type TCS elements.

Next, we tested whether the enhanced expression of the *TCS*::*LUC* reporter upon co-expression of YFP-GAI and HA-ARR1 was due to the intrinsic transactivation of the DELLA protein. We co-expressed a truncated version of GAI, M5GAI, that still interacts with ARR1 (Fig 2A and 2B) but lacks the N-terminal part in which the transactivation activity resides [52]. As shown in Fig 3B, the activity of the reporter was enhanced when HA-ARR1 was co-expressed with *myc*-M5GAI, indicating that the enhanced transactivation is not due to the N-terminal part of the DELLA protein. These results also suggest that either the DELLA protein recruits additional transcriptional co-activators to the complex or other regions of the DELLA acquire transactivation ability upon interaction with ARR1.

### ARR1 mediates the presence of RGA at target promoters

To identify the most relevant targets for co-regulation by ARR1 and DELLAs, we chose to perform a microarray analysis on seedlings that expressed the conditional ARR1ΔDDK:GR allele under the 35S promoter [62] in the presence or absence of PAC (Silverstone et al. 2001). In these seedlings, a treatment with dexamethasone (DEX) causes translocation of ARR1ΔDDK to the nucleus, where it regulates the transcription of its target genes. Therefore, we searched for genes displaying differential expression after a 3-h treatment with 5 μM DEX depending on the presence of 10 μM PAC (see Materials and Methods for details). In parallel, we also examined transcriptomic changes induced by 5 μM N6-benzyladenine (BA) both in the presence and in the absence of PAC, to identify those targets in which regulation by CKs would be primarily dependent on ARR1.

Statistical analysis of the transcriptome data by *Z-score* transformation [63,64] revealed 638 genes were up-regulated and 1070 down-regulated by activated ARR1. From those, only 99 were still up-regulated both under high or low DELLA levels, and included well-known targets of CK signaling, like type-A *ARR* genes, and CK Response Factors (S4 Table). Most interestingly, 140 genes were identified whose expression was induced by ARR1ΔDDK only when DELLA levels were high, while 99 genes were repressed in those conditions (Fig 4A). GO analysis of the genes induced by ARR1 preferentially in the presence of DELLAs indicates a statistically significant enrichment of several categories, with a preference for ribosome biogenesis, translation, and protein metabolism (Fig 4B).

**Fig 4:**
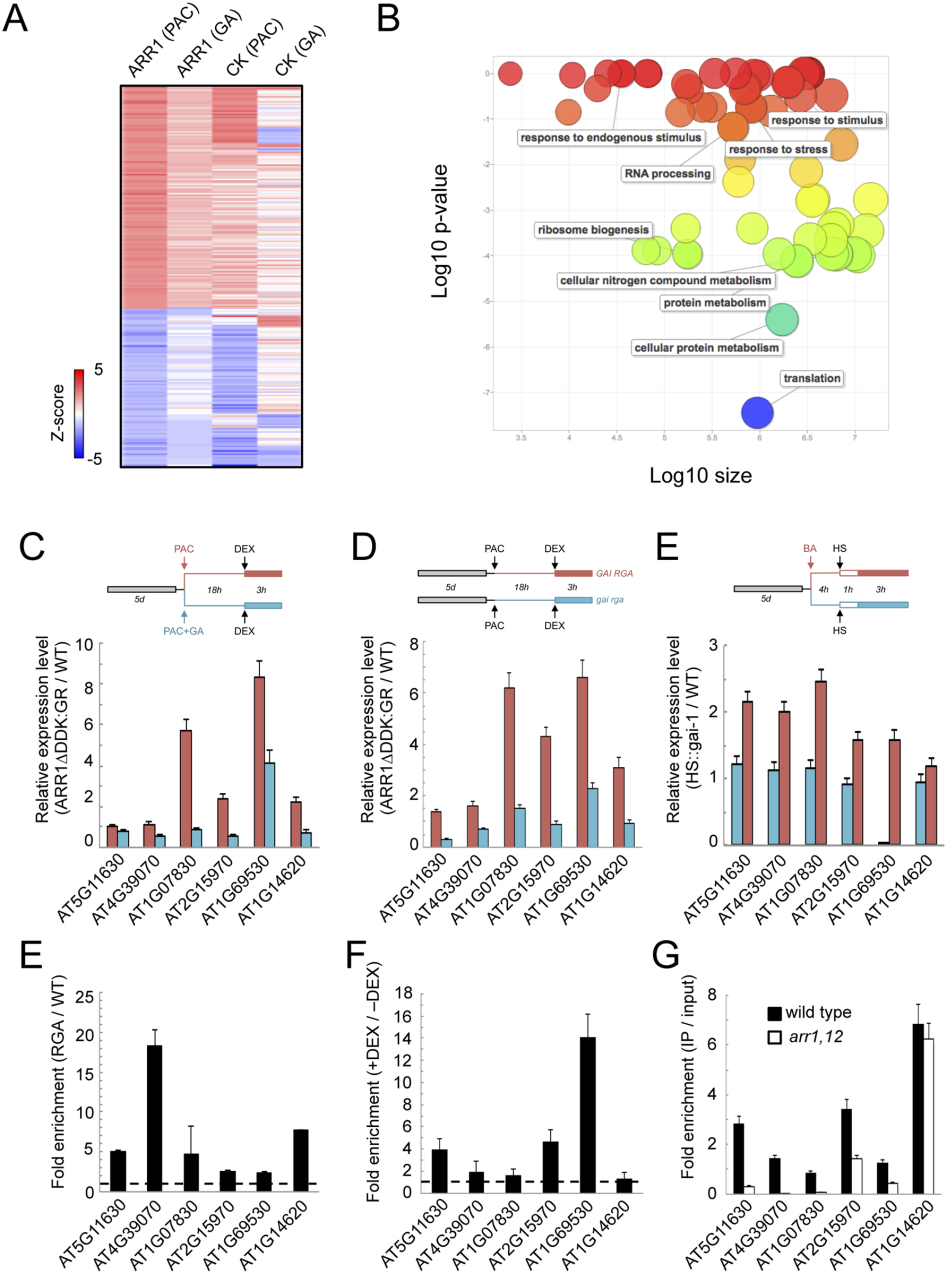
ARR1 and DELLA act as transcriptional co-regulators in Arabidopsis. (*A*) Heat map representation of the *Arabidopsis* gene set whose regulation by ARR1ΔDDK:GR or CKs depends on DELLA proteins. The colour scale represents Z-scores. (*B*) Enrichment of GO categories of all ARR1 target genes in the presence of DELLAs, visualized with ReviGO. (*C*) Gene expression analysis by RT-qPCR in response to short-term ARR1ΔDDK:GR induction with or without PAC. (*D*) Gene expression analysis by RT-qPCR in response to short-term induction of gai-1 with or without BA. (*E*) ChIP analysis of RGA::GFP-RGA at the promoters of six representative common targets for ARR1 and DELLAs. (*F*) Fold enrichment of GFP-RGA at selected target promoters in the presence (+DEX) vs the absence (-DEX) of ARR1ΔDDK:GR, in F1 seedlings of a cross between *RGA*::*GFP-RGA* and *35S*::*ARR1ΔDDK*:*GR* plants. In this experiment, qPCR values of ChIP samples were normalized per input in each condition (-DEX, and +DEX), and here we show the ratio between those two conditions. (*G*) ChIP analysis of endogenous RGA at the promoters of six representative common targets for ARR1 and DELLAs, in the wild type and in *arr1 arr12* mutants. ChIP was performed with anti-RGA antibodies. For (*C-G*), data correspond to single biological samples analyzed in triplicates. A second biological sample showed equivalent results.

Among the genes differentially expressed in the presence of both DELLAs and ARR1, only four displayed a statistically significant ChIP peak for RGA (S1 Table). This low overlap probably reflects the difference in the experimental set-up. 

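Of the genes regulated by both ARR1 and DELLAs that were examined further in Fig 4, BZS1 (AT4G39070), on chromosome 4 from 18204631 to 18206684 on the minus strand, had GFP-RGA sites in the ChIP-seq data. A site at position 18206649 lay in its 5′ UTR, with a mean fold enrichment of 3.18 ± 0.184, and another at 18208880 lay 2196 bp upstream of the TSS, with 3.55 ± 0.141 (SD, n = 2 replicates each). Both were found in replicates 1 and 3 and not in replicate 2, and both sequences are single-copy. In these replicates the FDR was 100% and 10.5% at the 5′ UTR site and 55.0% and 21.3% at the upstream site. For the other 5 genes, NOXY2 (AT5G11630), AT1G07830, COR413-PM1 (AT2G15970), EXPA1 (AT1G69530) and DECOY (AT1G14620), no replicate had a summit in the regions used for assignment.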

Given that ARR1 can act as a transcriptional activator, we selected six of the induced genes to further test the functional and molecular relationship between ARR1 and DELLAs. First we examined the consequence of short-term activation of ARR1ΔDDK:GR in light-grown seedlings that had high or low levels of DELLA proteins. Four of the six genes showed a much stronger induction by ARR1ΔDDK in seedlings with high DELLA levels (Fig 4C), in agreement with the global transcriptomic analyses performed under similar conditions. Then we did the reciprocal test in which we examined the influence of an activated CK pathway on the ability of gai-1 to induce gene expression using *HS*::*gai-1* seedlings [65]. In this case, five of the six genes displayed a stronger induction in gai-1 seedlings that had been pretreated with 5 μM BA, than in the untreated plants (Fig 4D), which supports the idea that type-B ARRs and DELLAs jointly promote transcription of the target genes.

If the co-regulation of the target genes by DELLAs and ARR1 is mediated by physical interactions between these two proteins, then DELLAs should be present at the promoters of these particular targets in an ARR1-dependent manner. To test this prediction, we first performed ChIP on *RGA*::*GFP-RGA* seedlings. In fact, the presence of RGA was significantly enriched in the promoters of the six genes tested (Fig 4E) and, what is more important, the presence of GFP-RGA at the promoters of three of the six genes tested was much higher in seedlings when ARR1ΔDDK:GR accumulated in nuclei after DEX treatment (Fig 4F). The requirement for ARR1 in the binding of RGA was further supported by the loss of enrichment in the *arr1 arr12* double mutant, compared with the wild type, in some of the *loci* examined (Fig 4G). Our results suggest that ARR1 mediates the binding of DELLAs to the target promoters, and together they promote the expression of target genes.

### DELLA-ARR1 interaction is necessary for proper root meristem maintenance and skotomorphogenesis

A physical interaction between ARR1 and DELLAs provides a likely mechanism for the antagonistic effect of CKs and GAs in the regulation of gene expression. To probe the physiological relevance of this particular mechanism in the control of plant development we decided to test the impact of altering this interaction on two processes known to be regulated both by CKs and GAs. DELLA accumulation has been shown to reduce cell division at the root meristem [38,39] resembling the arrest caused by ARR1 overproduction [66,67]. Indeed, it has been shown that ARR1 mediates the reduction of cell division via DELLAs, and the proposed mechanism involves the promotion of *ARR1* gene expression by DELLAs [40]. To test the relevance of the interaction between the ARR1 and DELLA proteins in this context and separate the possible effect on *ARR1* expression, we examined the ability of the constitutively expressed version of ARR1 (*35S*::*ARR1ΔDDK*:*GR*) to block root meristem growth depending on the presence of DELLAs. Induction of ARR1ΔDDK:GR translocation into the nucleus by DEX treatment caused a reduction in root meristem size (Fig 5A). Importantly, this effect could be completely reversed by GA treatment that depletes DELLAs from root cells (Fig 5A), indicating that this class of proteins are required for full ARR1 function, rather than for *ARR1* expression.

**Fig 5:**
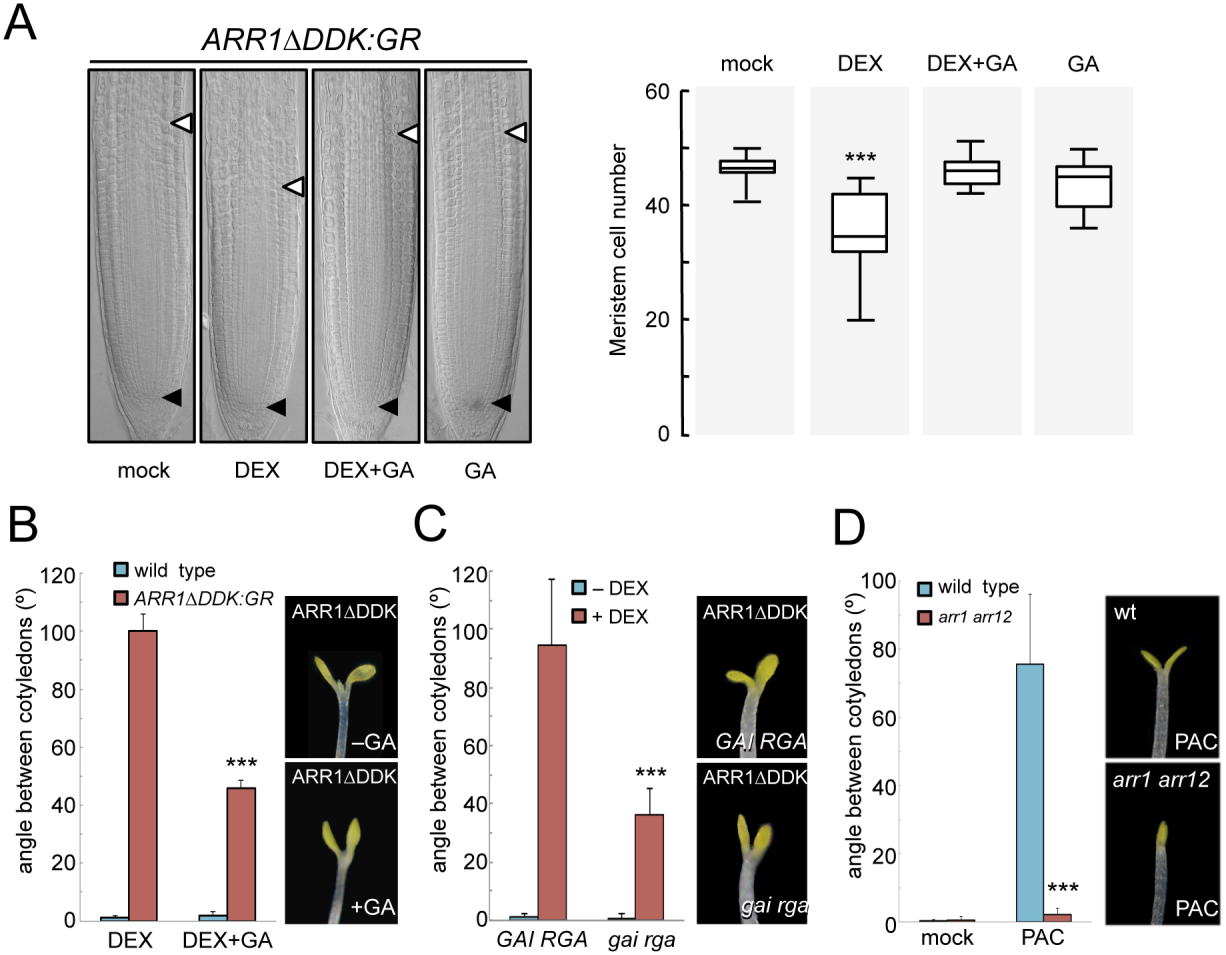
Physical interaction between ARR1 and DELLAs regulates division at the root meristem and photomorphogenesis. (*A*) Root meristem size of *35S*::*ARR1ΔDDK*:*GR* seedlings grown for 4 days with and without GAs. (n = 20; data are mean ± SD, ***p<0.001 in a Student’s t-test with respect to control plants). Arrowheads mark the extension of the meristem. (*B*) Angle between cotyledons of *35S*::*ARR1ΔDDK*:*GR* seedlings grown for 4 days with and without GAs in darkness. (n = 18; data are mean ± SD; ***p<0.001 in a Student’s t-test with respect to seedlings treated with DEX without GAs). (*C*) Angle between cotyledons of *35S*::*ARR1ΔDDK*:*GR* seedlings in *gai rga* double mutant or in an otherwise wild-type background. Seedlings were grown for 4 days in darkness. (n = 15; data are mean ± SD; ***p<0.001 in a Student’s t-test with respect to *35S*::*ARR1ΔDDK*:*GR GAI RGA* seedlings treated with DEX). (*D*) Angle between cotyledons of wild-type and *arr1 arr12* seedlings grown for 4 days with and without PAC in darkness. (n = 18; data are mean ± SD; ***p<0.001 in a Student’s t-test with respect to PAC-treated wild-type seedlings). Experiments were performed as indicated in Materials and Methods. Equivalent treatments of wild-type seedlings with DEX did not cause any change in root meristem size and or the angle between cotyledons.

At a different developmental stage, exogenous CKs have been shown to promote photomorphogenesis [37], while GAs repress photomorphogenic development in dark-grown seedlings [11,12,65]. Accordingly, nuclear accumulation of ARR1ΔDDK:GR in dark-grown seedlings resulted in cotyledon expansion, a well known photomorphogenic trait (Fig 5B). This effect was milder in GA-treated seedlings, indicating that DELLAs enhance the photomorphogenic activity of ARR1. This conclusion was supported by the observation that the photomorphogenic effect caused by ARR1ΔDDK:GR induction was also attenuated in a *gai rga* null mutant background (Fig 5C), also in agreement with these two being the most relevant DELLA proteins in the control of several aspects of photomorphogenesis [12]. Conversely, the stimulation of cotyledon opening by DELLAs, achieved by PAC treatment as previously reported [11,12,65], was completely suppressed in the *arr1 arr12* double mutant (Fig 5D), supporting the idea that ARRs and DELLAs jointly regulate various physiologically relevant developmental processes.

Taken together, our results and other recent reports [33,50] expand the mechanism by which DELLA proteins regulate transcriptional programs in plants. The observation that DELLAs modulate not only the binding, but also the activity of TFs at target loci, together with the indications that they may also regulate chromatin remodeling through their interaction with SWI/SNF complexes [68] delineates a landscape in which DELLA proteins act as molecular hubs in signaling networks, with a profound effect on plant physiology. Equivalent central roles have been found in other systems only for mitogen-activated protein kinases (MAPKs). For instance, mammalian p38 kinases and their yeast ortholog Hog1 modulate gene expression in a very wide sense by regulating the activity of DNA-binding TFs, transcriptional elongation, chromatin remodeling, and mRNA stability in response to environmental stress [69]. However, the activity of DELLA proteins relies on their intrinsic ability to interact with elements of the transcriptional regulation machinery.

Under this perspective, at least two relevant issues would need to be solved: the molecular features of DELLA proteins that allow them to display such a promiscuous set of interactors and activities; and the spatial requirements that may constrain the different DELLA interactions to specific cell-types.

## Materials and Methods

### Plant material and growth conditions

*Arabidopsis thaliana* accessions Col-0 and L*er* were used as wild type as indicated. The transgenic lines *35S*::*ARR1ΔDDK-GR*, *TCS*::*GFP*, *RGA*::*GFP-RGA*, *HS*::*gai-1* and the mutants *gai-td1*, *rga-100* and *arr1-3 arr12-1* in the Col-0 background have been described previously [36,42,61,62,65,70]. To over-express *ARR1*, the open reading frame without stop codon was amplified from an *Arabidopsis* seedlings cDNA pool and cloned into the pEarleyGate-101 binary vector to create the ARR1-YFP-HA fusion. Wild type Col-0 *Arabidopsis* plants were transformed by the floral dip method. Primers used for amplification of the *ARR1* ORF are in S5 Table.

Seedlings were grown on MS at 22°C in continuous fluorescent white light (~50 μmol m^−2^ s^−1^) unless otherwise indicated. For TCS::GFP activity, 6-day-old seedlings growing in MS plates were transferred to liquid MS containing 1 μM GA_4_ (Duchefa) for 3 h and then *trans*-zeatin (Sigma) was added to a final concentration of 0.5 μM for 18 h. For root meristem growth assays, 5-day-old seedlings were incubated in liquid MS for 16 h in the presence of 30 μM dexamethasone (Sigma) and/or 1 μM GA_4_, and then transferred to MS plates for 2 days. For cotyledon opening assays, stratified seeds were incubated for 8 h in the light, and then transferred to darkness in MS plates supplemented with 0.1 μM dexamethasone (DEX) and/or 1 μM GA_4_, or with 0.5 μM PAC (Duchefa) for 7 days.

### ChIP-seq

Transgenic *RGA*::*GFP-RGA* and the control non-transgenic seeds were sown on MS plates and stratified for 4 days at 5°C. Seedlings were grown at 150 μmol m^-2^ s^-1^ for 10 days under long day conditions before being transferred to a hormone liquid treatment with 10 μM PAC for 18 h. This was the minimum incubation time required to cause an effective block in GA biosynthesis and deplete previously synthesized GAs, as indicated by the analysis of several marker genes [30].

ChIP assays were performed from 2 g of fresh weight each as previously described (Gendrel et al., 2005). Nuclear extracts were split in two and incubated each with 20 μl of GFP-Trap_A (ChromoTek) for 4 h at 5°C for immunoprecipitation. MinElute Reaction Cleanup Kit columns (Qiagen) were used for purification of the DNA fragments. Enrichment of specific DNA fragments was validated by qPCR at the *SCL3* promoter region by comparing immunoprecipitated DNA to the corresponding input sample. 

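SCL3 (AT1G50420) encodes a GRAS protein and lies on the minus strand of chromosome 1 from 18677694 to 18680300. The libraries had peaks upstream of it in every replicate, with fold enrichments of 5.37, 3.26 and 6.50, a mean of 5.04 ± 1.65 (SD, n = 3). The FDR of these peaks was 41.5%, 24.4% and 34.9%. The mean summit was at position 18681025, 725 bp upstream of the annotated TSS, and the individual summits were spread over 180 bp. The 200 bp site, from 18680925 to 18681124, occurs once in the genome, has a GC content of 33.5% and reads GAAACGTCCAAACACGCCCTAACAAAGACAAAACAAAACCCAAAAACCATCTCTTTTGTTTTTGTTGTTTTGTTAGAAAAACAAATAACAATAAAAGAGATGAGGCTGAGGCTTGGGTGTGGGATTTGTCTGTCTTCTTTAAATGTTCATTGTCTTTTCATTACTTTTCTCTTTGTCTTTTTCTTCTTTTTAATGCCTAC on the plus strand. It holds 3 IDD cores, TTTGTC or its complement, starting at 18680951, 18681049 and 18681096. The primers of the qPCR amplify 94 bp from 18681040 to 18681133, starting 15 bp from the mean summit.

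**Figure D4:**
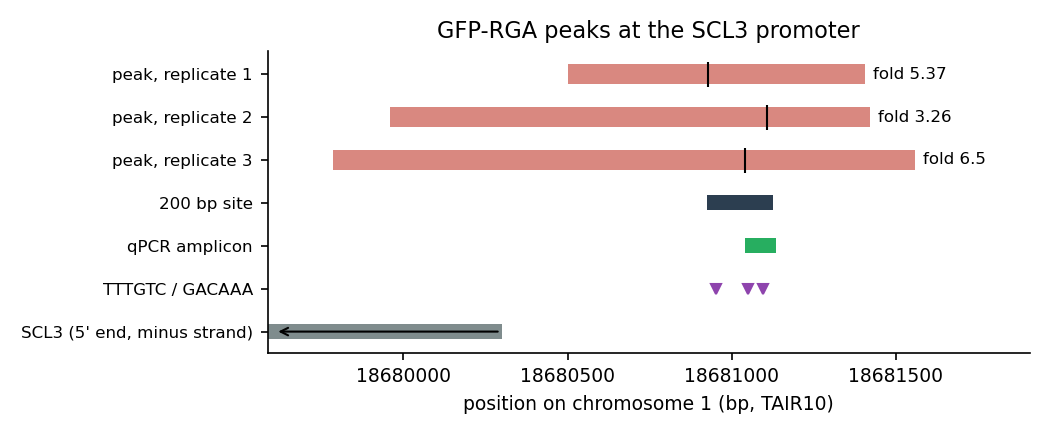
Map of the SCL3 promoter on chromosome 1 (horizontal axis, position in bp, TAIR10). Bars show the peak of each replicate, with a tick at its summit and its fold enrichment, the 200 bp site, the qPCR amplicon and the 5′ part of SCL3, and triangles mark the 3 IDD cores, which all lie within the site.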

Three independent sequencing libraries were generated for the GFP-RGA and WT ChIP using pooled DNA from 7 to 10 individual ChIP preparations. Six independently bar-coded libraries were pooled in a single lane and sequenced by 51-cycle single-end sequencing on the Illumina HiSeq 2000 platform. Sequencing and library construction was performed by the Deep Sequencing Core Facility of the CellNetworks cluster of the University of Heidelberg.

All reads were mapped to chromosomes 1–5 of the TAIR10 genome using bowtie2 (v2.0.5) [71] with default settings of the—fast option. 

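Matched in pairs with the 200 bp distance, replicates 1 and 2 shared 334 summits, replicates 1 and 3 shared 547, and replicates 2 and 3 shared 351. Requiring all 3 summits within 100 bp gave 157 sites, and within 300 bp 226 sites. Peaks with a score of at least 100 numbered 863, 554 and 941 in the replicates.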

Identification of binding sites was performed independently for each biological replicate using MACS (v1.4.2) [72] with the following options:—nomodel—shiftsize 75—keep-dup auto-g 1.2e8-w-S. Binding summits were considered reproducible between biological replicates when located within 200 bp of each other. For each reproducible binding region a new mean summit position was calculated at the average position of the individual summits using bedtools multiinter (v2.17.0) [73] and subsequently extended equally on both sides to define a 200 bp binding site.

Annotation of bound genes was performed with the help of a toolset ("Operate on Genomic Intervals") provided by the Galaxy server [74–76] as well as the gene annotations of the TAIR10 genome. GFP-RGA-bound genes were defined as those having one or more binding sites within 2.5 kb upstream of their transcription start sites (TSS), or 500 bp downstream of the transcriptional end (TSE) with no intervening gene between the binding site and the TSS/TSE. Additionally genes were also annotated as bound by GFP-RGA when binding sites occurred within the untranslated region (UTR) or intron of a gene. By these criteria, GFP-RGA-associated genes were, in some cases, identified as having more than one binding site, and individual binding sites were found that are associated with up to two genes on opposing DNA strands.

### Yeast two hybrid assay

A cDNA library from three-day-old etiolated seedlings, prepared in the pACT vector [77], was screened by Y2H using M5GAI and RG52 (the equivalent M5 truncated version of RGA) fused to the Gal4-DNA binding domain (DBD) in the pGBKT7 vector (Invitrogen) as bait. To test truncated versions of ARR1, all constructs were made by recombining entry clones to GATEWAY destination vectors via LR Clonase II (Invitrogen). Primers used for plasmid construction are listed in S5 Table. PCR products were cloned into pCR8/GW/TOPO (Invitrogen), then transferred into pDEST22 (Invitrogen) to create Gal4-AD fusion (ARR1-GAL4DBD versions display strong activation of the HIS3 reporter on their own). GAI deletions have been previously described [24]. Yeast AH109 cells were cotransformed with specific bait and prey constructs. All yeast transformants were grown on SD/-Trp/-Leu/-His/-Ade medium for selection or interaction tests, in the presence of different concentrations of 3-aminotriazol (3-AT) (Sigma).

### BiFC analysis

pENTR clones containing the full length of ARR1 and GAI were transferred into pMDC43-YFC and pMDC43-YFN vectors respectively [78]. BiFC experiments were performed as previously described [79].

### Coimmunoprecipitation assays

Co-IP of GAI and ARR1 in *N*. *benthamiana* leaves was performed as previously described [23], using the corresponding constructs in pEarleyGate-201 (ARR1, ARR1ΔDDK) and pEarleyGate-104 (GAI) [80].

*Arabidopsis* cell suspension derived from wild type Col-0 roots was used for protoplast isolation [81]. Transfections of protoplasts were performed as described [82], with 3 μg each of myc-GAI and HA-ARR1 expression constructs. Transfected protoplast were cultured for 16 h at RT and then lysed in extraction buffer [25 mM Tris-HCl (pH 7.8), 5 mM EGTA, 10 mM MgCl_2_, 75 mM NaCl, 10% (v/v) glycerol, 0.2% (v/v) Tween-20, 2 mM DTT and 1% (v/v) plant protease inhibitor cocktail (Sigma)]. In co-IP assays, proteins were incubated in a total volume of 100 μl of extraction buffer containing 150 mM NaCl, 0.2 mg ml^-1^ BSA and 1.5 μg of anti-c-myc antibody (clone 9E10, Covance). Immunocomplexes were captured on Protein G-Sepharose beads (GE Healthcare), washed three times in 500 μl of washing buffer [1xTBS, 5% (v/v) glycerol, 0.1% (v/v) Igepal CA-630] and eluted by boiling in 25 μl of 1.5x Laemmli sample buffer. Proteins were then resolved by SDS-PAGE and blotted to a PVDF membrane (Millipore). The presence of HA-ARR1 protein was detected by a monoclonal anti-HA-peroxidase conjugate antibody (clone 3F10, Roche) with ECL Reagent (GE Healthcare).

For co-IP assays in *Arabidopsis*, *35S*::*ARR1-YFP-HA* and Col-0 wild-type seedlings were grown in MS plates at 22°C under continuous fluorescent white light (~50 μmol s^-1^ m^-2^) for 7 days, being the media supplemented with 10 μM PAC for the last 2 days. Finally, seedlings were soaked in a solution containing 10 μM N6-benzyladenine (Sigma) for 2 h. Frozen seedlings were ground with a mortar and a pestle and the resulting powder homogenized in one volume (700 μl) of cold extraction buffer [50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1% (v/v) Nonidet P-40, 1 mM PMSF, and 1x complete protease inhibitor cocktail (Roche)]. Extracts were centrifuged twice for 15 min at full speed in a top bench microcentrifuge at 4°C. Total soluble proteins in the supernatant were quantified by Bradford assay. Forty micrograms of soluble proteins were saved to be used as input, and 500 μg were used for the co-IP. First the extract was pre-cleared by incubating with 15 μl of Dynabeads Protein A (Life Technologies) at 4°C for 1 h and 15 min in a total volume of 650 μl. The anti-GFP antibody (A6465, Life Technologies) was cross-linked to Dynabeads Protein A following manufacturer’s instructions (Life Technologies). Pre-cleared extracts were incubated with the cross-linked antibody at 4°C for 1 h and 40 min. Forty micrograms of unbound proteins were saved as control. Beads were washed three times with 300 μl of cold washing buffer [50 mM Tris-HCl pH 7.5, 100 mM NaCl, and 1% (v/v) Nonidet P-40]. Proteins were eluted in 70 μl of 1x Laemmli sample buffer by incubating at 95°C for 5 min. Immunoprecipitated proteins were run in an 8% SDS-PAGE, immunoblotted, and detected with anti-GAI antibodies [3]. Subsequently, blots were stripped-out and incubated with anti-HA- peroxidase conjugate antibody (clone 3F10, Roche).

### Transient transactivation assay

The reporter construct contained six copies of a sequence containing duplicate *cis* elements bound by type-B ARRs binding site in its wild-type (TCS) (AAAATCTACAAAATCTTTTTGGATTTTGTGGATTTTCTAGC) and mutant forms (TCSm) (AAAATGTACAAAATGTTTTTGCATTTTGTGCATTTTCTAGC) as reported (Müller and Sheen, 2008), upstream of the minimal *35S* promoter and the Ω translational enhancer in the pGreenII 0800-LUC vector [83]. DNA fragments containing the *cis* elements were amplified from the corresponding constructs in pUC18 [61] using the primers indicated in S5 Table. The effector constructs were prepared in pEarleyGate-201 and pEarleyGate-101 (ARR1), pEarleyGate-203 (M5GAI) and pEarleyGate-104 (GAI and RGA).

Transient expression in leaves of *N*. *benthamiana* was achieved by infiltrating mixtures of Agrobacterium cultures. The reporter:effector ratio was 1:4 for ARR1, while was 1:4 for GAI and M5GAI. Firefly and the control Renilla LUC activities were assayed from leaf extracts with the Dual-Glo Luciferase Assay System (Promega) and quantified with a GloMax 96 Microplate Luminometer (Promega). Control Western blots were performed with proteins extracted from the same experiment, and the ARR1, GAI, M5GAI, and RGA fusions were detected with anti-HA (3F10; Roche), anti-GFP (ab290; Abcam), anti-GAI [3] and anti-c-*myc* (9E10; Roche) antibodies.

### Gene expression

For gene expression analysis, total RNA was extracted with E.Z.N.A. Plant RNA Mini Kit (Omega Bio-tek) according to the manufacturer’s instructions. cDNA synthesis was performed with SuperScript II First-Strand Synthesis System (Invitrogen). qPCR was performed as previously described [84], using the *EF1-α* gene for normalization.

For microarray analyses, RNA was extracted with RNeasy Plant Mini kit (Qiagen) according to manufacturer’s instructions. RNA labeling and hibridization to Affymetrix *ATH1* arrays were performed by GeneCore facility at EMBL Heidelberg. Statistical analysis of microarray data was performed using Z-score transformation [63], and selecting differential genes with p<0.05.

### Chromatin immunoprecipitation

Ten-day-old L*er* wild type seedlings and the *RGA*::*GFP-RGA* line grown in continuous light (~50 μmol s^-1^ m^-2^) were treated with 10 μM PAC (Duchefa) for 18 h. Then, N6-benzyladenine (Sigma) was added to a final concentration of 5 μM for 6 h; a mock treatment was used as control. ChIP was performed as previously described [85], using Dynabeads Protein A (Life Technologies) and an anti-GFP polyclonal antibody (ab290; Abcam). Relative enrichment was calculated by normalizing the amount of target DNA, first to the internal control gene *HSF* (At4g17740) and then to the corresponding amount in the input. The same was done with *35S*::*ARR1ΔDDK*:*GR* x *RGA*::*GFP-RGA* F1 crosses. Data are mean and SD of three technical replicates from a representative experiment, out of the two biological replicates performed.

To examine the localization of RGA at chromatin in the *arr1 arr12* mutant background, ChIP was performed using anti-RGA antibodies [86].

## Supporting Information

S1 Fig GAI and RGA interact indistinctly with ARR1, ARR2 and ARR14. (*A*) Y2H assay of the interaction between ARR1 and a truncated version of RGA without the DELLA domain. (H, Histidine; 3-AT, 5mM 3-aminotriazol) (*B*) Y2H assay of the interaction between ARR2 and truncated versions of RGA. (H, Histidine; 3-AT, 5mM 3-aminotriazol) (*C*) Y2H assay of the interaction between ARR14 and a truncated version of GAI without the DELLA domain. (H, Histidine; 3-AT, 5mM 3-aminotriazol)
(TIF) Click here for additional data file.

S2 Fig DELLAs promote ARR1 activity. Expression in Arabidopsis roots of GFP under the control of the CK- and ARR1-responsive TCS element, after treatments with 0.5 μM *trans*-zeatin and 1 μM GA_4_. Several individuals are shown, to complement the information of Fig 3A.
(TIF) Click here for additional data file.

S3 Fig RGA enhances the transactivation ability of ARR1. Luciferase assays in *N*. *benthamiana* leaves agroinfiltrated with ARR1-YFP-HA and YFP-GAI (*A*), and with HA-ARR1, YFP-GAI and YFP-RGA (*B*), using the firefly *LUC* gene under the control of the wild-type version of the TCS element, and the constitutively expressed *Renilla* luciferase (*REN*) for normalization. The values represent the ratio between both luciferase activities and are the average of three biological replicates. Error bars are the standard deviation. The lower panel contains the western-blot analysis of protein samples corresponding to equal mixtures from the three leaves used for the LUC assays. Asterisks mark unspecific bands; arrowheads mark YFP-RGA (upper) and YFP-GAI (lower). Red colored panels are blots stained with Ponceau solution and serve as loading controls.
(TIF) Click here for additional data file.

S1 Table ChIP-seq peaks of RGA-GFP. Only those peaks that can be assigned to a particular AGI code have been listed.

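S1 Table has 421 entries for 310 summits and 411 gene loci, with 322 entries in promoters, 95 downstream of the transcriptional end, 3 in introns and 1 in a 5′ UTR. The paper's tag counts in the table have a median of 19.5 in the wild type and 53.1 in the GFP-RGA libraries. A deposited summit lay within 200 bp of 280 of the listed summits in replicate 1, of 105 in replicate 2 and of 283 in replicate 3. Each listed summit had such a summit in at least 2 replicates, 205 of them in replicates 1 and 3 only, and 48 in all replicates. A site re-derived from all replicates lay within 10 bp of 33 listed summits and within 100 bp of 39. For sites from at least 2 replicates the numbers were 299 and 305. The sequence of 265 listed sites (85.5%) is single-copy in the genome.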

(XLSX) Click here for additional data file.

S2 Table Motif occurrence analysis in RGA ChIP peaks. Analysis performed with motifs from "MotifCollection1" and sites from "BindingSites_MotifScanner1" on 310 sequences. Expected motif frequencies from "MotifNumericMap_expected". Statistical significance was evaluated using a binomial test with p-value threshold = 0.05 (Bonferroni-corrected threshold = 1.9E-4 considering all 254 motifs tested)
(XLSX) Click here for additional data file.

S3 Table Known DELLA interactors that belong to the TF families with enriched cis elements in the RGA ChIP peaks. 

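S3 Table lists TFs reported to interact with DELLAs, grouped by the family whose elements were enriched at the GFP-RGA sites. Of its 21 loci, IDD9 (AT3G45260), on chromosome 3 from 16596358 to 16598811, had a GFP-RGA site of its own. It lay at position 16599324, 513 bp upstream of the TSS, and was found in all replicates, with fold enrichments of 3.50, 3.61 and 6.10 (4.40 ± 1.47, SD, n = 3) and an FDR of 40.1%, 24.1% and 26.0%. The site is single-copy. No other listed gene had a site in at least 2 replicates.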

(XLSX) Click here for additional data file.

S4 Table Differentially expressed genes in response to CK or Dexamethasone (35S::ARR1-GFP-GR seedlings) in the presence of paclobutrazol or paclobutrazol+GA. (XLSX) Click here for additional data file.

S5 Table Oligonucleotides used as primers in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

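Seedlings of the RGA::GFP-RGA line and non-transgenic seedlings were each represented by 3 ChIP libraries, and samples were grouped by the transgene and the replicate number in the sample labels. The data analysed here are the peaks of the 3 GFP-RGA libraries, while the control libraries entered through the peak calling only. The microarray, qPCR and yeast experiments of the paper were not analysed here.

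The authors aligned the reads with bowtie2 2.0.5 and called peaks with MACS 1.4.2, without a shifting model and with a fragment length of 150 bp. The tag count of each peak is the number the authors' peak caller found in the GFP-RGA library, not normalized. The deposited fold enrichment is the ratio of GFP-RGA tags at the summit to the local level in the control library, after MACS scaled the libraries. The deposited score of a peak is 10 times the negative log10 of its Poisson p-value within a library pair, so it does not describe the spread between replicates. The deposited FDR is given in percent and comes from exchanging GFP-RGA and control. Reads on repeated sequence are placed by the aligner at one of several matches, so tag numbers there depend on copy number in the accession as well as on binding.

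From these values, reproducible sites, their mean summit and a window of 200 bp were computed. The main rule required a summit in all 3 replicates, since the methods of the paper give a distance and do not state in how many replicates a summit must be found. Of the 310 summits in S1 Table, 48 had a deposited summit within 200 bp in all replicates and 310 in at least 2. The listed summits were therefore not limited to those in all 3. Mean and SD of fold enrichment were taken over the replicates of a site. MACS kept between 81.9% and 88.3% of the mapped tags of a library. Gene positions came from the TAIR10 assembly with a later gene annotation than that of the paper, with 37899 genes. A site was assigned when its summit lay within 2.5 kb upstream of a gene, 500 bp downstream, or in a UTR or intron, with no other gene between. Shares of sites carry 95% exact (Clopper-Pearson) intervals, which cover counting error only.

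Copy number was counted with BLASTN 2.17.0. Motifs were searched on both strands as consensus strings. The exact motif test places the central label at random among the central and the 2 flanking windows of each site and gives a Poisson-binomial distribution. Counts in groups of sites were compared with Fisher's exact test, shares with the exact binomial test, and medians with 100000 permutations, all two-sided. Sites are not independent replicates, so these tests describe these libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used.

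The procedures were tested on simulated data. All 200 shared sites placed among random summits were recovered, and 200 sites were called in total. Assignment to upstream and downstream regions at 300 random positions differed from a direct search at 0 positions. Assignment to UTRs and introns was not checked in this way. The motif test gave a p-value under 0.05 in 9 of 200 sets of random windows and detected the implanted element in 50 of 50 sets. How often it would detect an excess as small as that of the IDD core at the assigned sites in all replicates was not simulated. The 50 of 50 sets therefore do not show whether such an excess could have been missed.

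Named genes and sites are SCL3, RGA, the 6 genes of Fig 4, the 5 assigned and 3 unassigned sites of highest mean fold enrichment, genes with the keyword gibberellin, and listed DELLA interactors with a reproducible site. The keyword light was searched as a whole word, which was decided after a trial that also counted it inside longer words. Alternatives covered the distance between summits, the number of replicates, stricter peak thresholds, overlap of peaks, rules of gene assignment, the motif background and window, and each replicate left out in turn. Sites in at least 2 of 3 replicates were an alternative set in advance for the numbers of sites and genes, the promoter share and the keywords, and were added afterwards for the motifs, copy number and fold enrichment.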

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

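The comparisons with random windows in this part were chosen after the other results had been seen. Of the 195 sites found in all 3 replicates, 104 were assigned to no gene, which sets them outside the regions the paper goes on to discuss. Each had a fold enrichment above 1 over the control in every replicate, which holds for any deposited peak and so does not set these sites apart. Their median fold enrichment was 4.38, against 3.72 at the assigned sites.

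Repeated sequence is a candidate explanation for these sites. More than 1 match in the genome was found for 81 of the 104 unassigned sites (77.9%) and for 56 of the 91 assigned sites (61.5%), an odds ratio of 2.20 (p = 0.0181, two-sided Fisher's exact test). Random windows differed in the same way, with more than 1 match in 24.2% of those that met no assignment rule and 9.86% of the others (odds ratio 2.91). The odds ratio of the sites in all 3 replicates was no larger than this. For sites in at least 2 replicates it was larger, at 3.50 (p = 4.35e-18, Fisher's exact test), and no test compared these ratios. Against random windows of their own class, repeated sequence was over-represented at the unassigned sites in all 3 replicates (odds ratio 11.1, p = 5.30e-24) and at the assigned ones (odds ratio 14.6, p = 2.05e-26, Fisher's exact tests). Organelle DNA inserted in the nuclear genome was also tested, and 0 of the 104 sites matched the organelle genomes, so this explanation was dropped. Repeated sequence remains as an explanation for sites of both classes, since it may raise the tag number of one library over another without binding. Whether it explains an excess at the unassigned ones in particular is open, since the comparison with random windows depended on the set. Repeated sequence leaves 23 unassigned single-copy sites that it does not cover. This number was 36 with matches of 95% identity over 180 bp and 10 with 80% identity over 100 bp. The data hold no condition that would separate binding from copy number at these sites, so no biological explanation was tested.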

How the results depend on the processing

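Most of the alternatives were listed before the data were examined, while those called added below were chosen after the values had been seen. The cause of a change was not tested unless a value is given for it. No paired analysis was possible because the control libraries have no peaks of their own, so a replicate number occurs once among the peaks.

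The number of sites, of assigned sites and of assigned genes moved with the matching rule. With a summit in at least 2 of 3 replicates they were 823, 460 and 580 in place of 195, 91 and 105. Across the 3 fits that each left out one replicate, they ranged from 334 to 547 sites, from 151 to 347 assigned sites and from 177 to 443 genes, highest without replicate 2. Peaks overlapping by at least 1 bp gave 444, 193 and 228, and peaks overlapping by at least 50% of each length gave 345, 158 and 188. A score of at least 100 left 113, 43 and 48. With an FDR of at most 5% there were 0 sites, 0 assigned sites and 0 genes, since replicate 3 had 0 such peaks. Protein-coding genes only gave 55 assigned sites and 61 genes. The added matching of each pair of replicates separately gave 1232 pairs, or 842 sites once 2 are subtracted for each of the 195 sites in all replicates. Summit distances of 100 and 300 bp left all of them within 1.5 times of the main numbers, as did the other rules of gene assignment (the whole 200 bp site, another rule for intervening genes and 1 kb upstream) for assigned sites and genes.

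The promoter share of 31.8% reversed with protein-coding genes only, to 19.0% against 22.5% of the bases (p = 0.265, exact binomial test). It was 32.8% but no longer past the threshold with single-copy sites only (p = 0.225, exact binomial test), where there are 58 sites. In at least 2 of 3 replicates it was 35.5% (p = 8.43e-11), and in the added set of their 454 single-copy sites 40.3% against 25.2% of the bases (p = 2.71e-12, exact binomial tests). These bases include repeated sequence, so part of the single-copy share may come from the background. The difference in median fold enrichment between assigned and unassigned sites, −0.665, kept its sign in each alternative run. It lost significance in replicate 1 alone (−0.375), in replicate 3 alone (−0.375), among single-copy sites (−0.01) and in the added set of at least 2 replicates (−0.0925), so it is not seen where repeated sequence is left out. The excess of repeated sequence at unassigned sites kept its direction and significance, with odds ratios of 1.85 to 4.18 under the alternatives run. Re-derived sites within 10 bp of the listed summits rose from 33 to 299 with the added set of at least 2 replicates.

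The number of over-represented families was 0 in the sites of all replicates (also 0 at an unadjusted p under 0.05). It was 1 with a dinucleotide-shuffled background, where the family was bZIP (ratio 11.8, adjusted p = 0.00923, exact test). It was 1 with the central 100 bp, where the family was IDD (ratio 2.625, adjusted p = 0.0411, exact test). It was 4 at the summits of S1 Table and from 0 to 4 with a replicate left out, where 4 came from leaving out replicate 2. The added sets gave 4 for at least 2 of 3 replicates, 4 for its single-copy sites and 5 for its dinucleotide-shuffled background. The other settings gave 0. The number of keywords past the threshold was 0 in the sites of all replicates (0 at an unadjusted p under 0.05) and 1 with at least 2 of 3 replicates. Added runs gave 1 for the genes of S1 Table. They gave 0 when only the list of biological processes was searched for the genes of at least 2 of 3 replicates (3 at an unadjusted p under 0.05). In that run gibberellin had 3 genes (odds ratio 5.88, unadjusted p = 0.0175, Fisher's exact test). Gibberellin and ethylene each had an adjusted p of 0.119 there by Fisher's exact test. With light also counted inside longer words, the number of keywords stayed at 0 for all replicates, 1 for at least 2 of 3 replicates and 1 for the genes of S1 Table.

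Among single families, over 196 alternative values of the ratio of sites with a match to the background, 107 kept their direction and side of the threshold, 12 became weaker, 17 stronger, and 60 changed direction or came to 1. All 12 that became weaker are those of HD-ZIP, the family that was under-represented in the sites of all replicates (adjusted exact p = 0.039). Its adjusted p was 0.547 with flanks centred 2000 bp away, 0.0662 with a dinucleotide-shuffled background, 0.0878 with the central 100 bp, 0.706 with the central 400 bp, 0.376 with single-copy sites, 0.254 with unassigned sites, 0.302 and 1 in the added set of at least 2 of 3 replicates with and without a dinucleotide-shuffled background, 0.0651 against the genome-wide frequency and from 0.376 to 0.808 with a replicate left out, and it stayed under 0.05 with all reproducible sites, at 0.00109 (exact tests). Many of these families have few matches, which limits the ratio. Only the ratios that changed direction or came to 1 are given here. With flanks centred 2000 bp away the ratio was GARP-ARR 1, HD-WUS 0.824 and MYC 2.67. With a dinucleotide-shuffled background it was MYC 2.74, YABBY 1.16 and SPL 0.801. With all reproducible sites the ratio was HD-WUS 0.938. With unassigned sites only it was bZIP 0, DOF 0.990, GARP-ARR 1, GARP-G2 0.909, HD-WUS 0.842, MYB 1.6, WRKY 1 and SPL 1. With the central 100 bp the ratio was DOF 0.866, GARP-ARR 1.33, GARP-G2 1 and MYC 1. With the central 400 bp it was GARP-ARR 1.14, HD-WUS 0.923, MADS 1 and MYC 1. With single-copy sites only the ratio was HD-WUS 0.889, MYC 2.67 and SPL 0.667. At the summits of S1 Table it was GARP-G2 0.929, HD-ZIP 1.07, HD-WUS 0.903, MADS 1.43, MYC 3.22 and YABBY 1.05. Against the genome-wide frequency with a binomial test the ratio was MYC 2. With the consensus AGATHY it was GARP-ARR 1. With the consensus TTAATTAA the ratio was HD-WUS 0. In the added set of at least 2 of 3 replicates it was GARP-G2 0.810, MADS 1, MYC 3.26 and YABBY 1. With its single-copy sites only the ratio was GARP-G2 0.889, HD-ZIP 1.05, MADS 1.11, MYB 1.05, MYC 4.71 and YABBY 1.22. With a dinucleotide-shuffled background for that set it was MYB 1.31, MYC 4.49, YABBY 1.44 and SPL 0.700. There YABBY was over-represented (adjusted p = 0.0116) and SPL under-represented (adjusted p = 0.0176, exact tests). With a replicate left out, the ratio ranged from 0.545 to 1.33 for GARP-ARR, from 0.786 to 1.11 for GARP-G2, from 0.936 to 1.22 for HD-WUS, from 0 to 1.6 for MADS, from 0.750 to 3.36 for MYC, from 0.957 to 1.18 for SPL and from 0.585 to 1.05 for YABBY.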

Differences from the paper's values

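No test belongs to this part, and settings that were chosen after seeing the values are named as such. The paper reports 842 reproducible binding regions, and 195 were found here with a summit in all 3 replicates. Of the 310 summits in S1 Table, 48 had a deposited summit in all replicates, so the main set here is not the paper's set. This bears on each number below that comes from the sites in all replicates. Of the alternatives set before the data were examined, a summit in at least 2 of 3 replicates came within 1.5 times of the paper's number, with 823 sites, and the others did not, with between 0 and 547 sites. Matching each pair of replicates separately, a setting chosen after seeing the values, gave 1232 pairs, which make 842 sites when 2 are subtracted for each of the 195 sites in all replicates.

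The paper assigns 310 sites to genes, and 91 were assigned here. Among the alternatives set before the data were examined, at least 2 of 3 replicates (460) and leaving out replicate 2 (347) gave more than the paper's number but came within 1.5 times of it, and the others, from 0 to 193, did not. The paper's number of associated genes is 421, and 105 were found here. Again at least 2 of 3 replicates (580) and leaving out replicate 2 (443) gave more but came within 1.5 times, and the others, from 0 to 228, did not. The paper's S1 Table has 421 entries, which name 411 different loci.

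The paper finds elements of 12 TF families over-represented, and 0 of the 13 consensus strings were over-represented here (0 also at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of it, the highest being 4 at the summits of S1 Table and 4 without replicate 2. Settings chosen after seeing the values, with at least 2 of 3 replicates, gave 4, 4 and 5 families and did not either. The measures also differ. The paper scanned matrices and used a binomial test against expected frequencies, while here sites with a consensus string were mostly compared with their flanks. The numbers of families are therefore not like for like.

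The paper places HD-ZIP elements among the over-represented ones, whereas the string used here was found at 6 sites against 18 in the flanks in the sites of all replicates, and at 52 of the paper's 310 summits against 48.5 in the flanks (ratio 1.07). The paper reports GA signalling among the enriched gene categories, and the keyword gibberellin was found for 0 of the 105 genes here and for 3 of the 404 genes of S1 Table in the annotation. It was also found for 3 of the 580 genes of sites in at least 2 replicates. The odds ratios were 3.73 for the S1 Table genes and 2.58 for these 580 genes. The keyword was at 0.206% of the genes outside the 105, so 0 of 105 does not speak against the paper's category. A word in the annotation text is also not a GO category, and it was not found for SCL3, which is among the 105 genes.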

Other observations

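Chosen only after related results had been seen were the tests of the FDR among the strongest peaks, of the depth of replicate 2, of fold enrichment by copy number in both groups of sites and of the IDD core by copy number, and the use of sites in at least 2 replicates for all IDD tests, since the sites in all replicates showed no significant over-representation in the central 200 bp. In their central 100 bp the core was at 21 sites against 8 in the flanks (adjusted p = 0.0411, exact test).

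The FDR that MACS gives stayed high at the median of the 100 peaks of highest score. Its lowest value among them was 0% in replicates 1 and 2 and 32% in replicate 3. If weak peaks near the p cutoff were the source, the FDR would fall towards 0 at the highest scores. Among the 100 peaks of highest score, its median was 52.8%, 41.1% and 38.5% in replicates 1, 2 and 3, so weak peaks do not account for the FDR that is left there. Among the 100 peaks of lowest score it was 100%, 53.7% and 6.94%, so from the weakest to the strongest peaks it fell in replicates 1 and 2 and rose in replicate 3. The peaks that the control libraries have over the GFP-RGA libraries were not analysed here, so what produces them was not tested, and no biological explanation was tested.

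Sites found in all replicates were more often repeated sequence than sites found in exactly 2. A candidate explanation is a difference in copy number between the accession of the tagged line and that of the control, which the sample labels give as different. It would raise the fold enrichment at multi-copy sites. Their median fold enrichment was 4.13, against 3.64 at single-copy sites, a difference of 0.497 (p = 0.126, two-sided permutation test of medians), which does not pass the threshold. At the sites in exactly 2 replicates, tested after this value had been seen, the medians were 3.17 and 3.19 (p = 0.899, permutation test). The medians do not describe the upper end, where the sites of highest mean fold enrichment in all replicates, 27.9, 19.2 and 15.9, had 998, 1070 and 764 matches in the genome. Copy number in the accessions was not measured, and the pattern cannot be told apart from this explanation. No biological explanation was tested.

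Replicate 2 had a summit near the fewest of the summits in S1 Table. A lower depth was not the reason, since replicate 2 had 17933002 tags after filtering and the lowest number, 16450728, was that of replicate 1. No other explanation was tested.

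The peaks around RGA itself (AT2G01570, chromosome 2 from 255247 to 257568) covered 100% of the gene in every replicate. They ran from position 249527 to 265802 in replicate 1, from 249503 to 265888 in replicate 2 and from 249431 to 266001 in replicate 3, and covered 98.7%, 98.7% and 99.8% of these stretches. Their fold enrichment was between 3.00 and 6.95. Extra copies of the transgene's own sequence would give a share of 100%, while a narrow peak in the promoter would not. Broad peaks are not specific to this locus, so the share alone does not show such copies. The longest peak here had 11428, 8172 and 13456 bp in replicates 1, 2 and 3. The longest peak of each library had 16486, 23887 and 23974 bp. The stretch also holds 5 genes. S1 Table lists 0 summits in this stretch, and 2 of the sites in at least 2 replicates lie in it. Binding of RGA to its own promoter was not tested, since the tag numbers there may come from the transgene.

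At the gene-assigned sites in at least 2 replicates the IDD core TTTGTC was over-represented. Base composition does not account for it, since the core was found at 2.04 times as many sites as in shuffled windows with the same dinucleotides (adjusted p = 2.01e-21, exact test). Repeated sequence does not account for it either, since the ratio to the flanks was 2.48 among single-copy sites (adjusted p = 5.18e-16, exact test). The hypothesis that IDD proteins recruit RGA at single-copy promoters, which was drawn from the same data, has the prediction that the core is more frequent at single-copy sites. The odds ratio was 2.94 (p = 1.53e-06, Fisher's exact test), in the predicted direction. This does not decide the hypothesis, because the same sites had already shown the core over-represented among single-copy sites. Of these 315 sites, 183 lay in promoters, so promoters were not tested separately. Per 50 bp and site, the flanks between 500 and 1000 bp away held 0.0538 matches at single-copy and 0.0452 at multi-copy sites, and the central 200 bp held 0.152 and 0.0621, and the difference between these contrasts was not tested. MYC and WRKY cores, followed because they were over-represented, had central densities of 3.93 and 2.02 times the flanks at single-copy sites and of 1.33 and 0.755 times at multi-copy sites, and these differences were not tested.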
